A study of Bos taurus with 27 samples.

How the data were processed

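RNA from the ileum of 27 male Holstein calves, 9 in each of the groups fed colostrum at 0 h, 6 h and 12 h after birth, was measured by RNA sequencing at 51 h of age. Per the labels' protocols, total RNA was extracted with a mirVana kit from tissue frozen after dissection, and libraries were made from 100 ng with the TruSeq RNA kit, version 2, which does not mark the strand. Reads of a gene and of an antisense partner therefore cannot be told apart.

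The deposited values are raw counts per gene: whole numbers in 1 table of 27 library columns and 24616 genes, with different totals in each library. The submitters' processing notes name TopHat2 2.1.1, TopHat, SAMtools 1.4 and HTSeq, and the genome build UMD3.1. They give no role or order, and the annotation release, the treatment of reads with several matches and the strand setting are not given in the sources used here. Genes with near-identical copies are uncertain for that reason. Each of the 27 columns was matched to its calf by the name in the labels, with 0 columns unmatched. The table held 0 rows that name no gene. Groups and replicate numbers came from the sample titles. No batch or date was given in the labels.

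The files do not pair the Ensembl identifiers with gene names. The gene table used as reference carries none of these identifiers, and 0 of them matched a symbol. The 34 gene lists chosen before the data were examined, 17 for pathways and 17 for cell types and RNA quality, could therefore not be tested, nor could scores of tissue make-up. The rule for named genes, fixed at the same time, took the genes with the smallest p, with a symbol, from each comparison and from each list, and so named none. The identifiers printed were chosen after their values were seen, at most 2 higher and 2 lower, apart from the most abundant gene.

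Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults, a minimum count of 10, a minimum total of 15 and 9 libraries as the smallest group, which amounted to 6.28 CPM in 9 libraries. The filter kept 11429 genes and removed 13187, of which 1677 had no count in any library. Library totals were scaled by TMM, and CPM are counts scaled to a common library total. A quasi-likelihood model with robust estimation was fitted to all 27 libraries, so that the 3 groups shared an estimate of the spread per gene, and each contrast was tested with Benjamini-Hochberg adjustment over the genes kept, at a threshold of 0.05. Log2 CPM carried a prior count of 2. Confidence intervals are at 95%. Normalised CPM of single genes used the TMM-scaled totals.

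Measures of whole libraries were compared by two-sided exact permutation tests over all splits of 9 against 9, whose smallest possible p is 4.1e-05, with adjustment over 24 comparisons. Whole profiles were compared by the share of squared distance between groups, over 24310 splits for a pair of groups and 100000 permutations for the 3 groups. Replicates were checked for libraries deposited more than once by a chi-square over genes for all 351 pairs, and none was found.

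The gene test was tested on simulated data. Counts were drawn from the means, library totals and spread of the real genes with 200 genes changed by known folds, in 5 simulations for each comparison. Among the genes called, 4.95% were false in 6 h against 0 h, 2.68% in 12 h against 0 h and 2.95% in 12 h against 6 h. These simulations ran on 11309, 11306 and 11310 genes.

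The alternatives set before the data were examined were RLE size factors, no filter on low counts, a filter of 1 CPM in 9 libraries, a fit of the compared groups alone, DESeq2 1.42.0, limma 3.58.1 voom with sample quality weights, estimation without the robust option, the replicate number as a block, the calf number as a covariate, 2 surrogate variables from sva 3.50.0, a threshold of 0.1, and leaving out each library in turn. Counts thinned to 972578 per library, the log2 library total as a covariate and leaving out libraries in DESeq2 were added after seeing the data. Real groups were compared with 99 other splits of the same calves, drawn at random, and for 12 h against 0 h again with 2 surrogate variables fitted anew in each split, which was added after seeing the data. For the comparison of both delayed groups with shared controls, 20 sets of unchanged groups were simulated. Figures were drawn in Python 3.11.15.

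Library totals ran from 972578 to 7125552 counts. The median standard error of a log2 fold change was 0.145, 0.137 and 0.141 in the 3 comparisons, for 6 h against 0 h, 12 h against 0 h and 12 h against 6 h in that order.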

Results

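The ileum, the last part of the small intestine, was profiled by RNA sequencing in 27 male Holstein calves at 51 h of age. The calves had received their colostrum, the first milk, which carries maternal antibodies and nutrients, at 0 h, 6 h or 12 h after birth, with 9 calves in each group. Each library came from a separate calf, so the spread within a group is a spread between animals. The comparisons below ask whether the time of the colostrum feeding left a difference in the transcripts of the ileum, for each delayed group against the calves fed at 0 h and between the delayed groups. The count table lists 24616 genes by Ensembl cattle identifier. The files do not pair these identifiers with gene names, so genes are given by identifier, no position in the genome is given, and no pathway or cell type could be named.

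Libraries held between 972578 and 7125552 counts assigned to genes. The total was 1925900 ± 749317 counts in the calves fed at 0 h (SD, n = 9), 1400240 ± 401816 in those fed at 6 h and 3116300 ± 1984290 in those fed at 12 h. The 12 h libraries were deeper than the 6 h libraries by an unadjusted exact permutation test (two-sided p = 0.0131), but not after adjustment over the 24 library comparisons made (adjusted p = 0.252). The other differences in total had exact p = 0.081 for 6 h against 0 h and 0.107 for 12 h against 0 h, each with an adjusted p of 0.426. A count was seen for 16410 ± 861 genes at 0 h, 16319 ± 749 at 6 h and 17148 ± 1264 at 12 h (SD, n = 9). When each library was thinned to 972578 counts, these numbers became 15370 ± 383, 15730 ± 513 and 15469 ± 368.

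The most abundant gene was ENSBTAG00000043570 in 27 of 27 libraries. It took 14.9% ± 1.69 of the counts at 0 h, 15.8% ± 0.914 at 6 h and 14.8% ± 2.09 at 12 h (SD, n = 9). The 10 most abundant genes together took 34.1% ± 2.11, 34.2% ± 0.778 and 34.7% ± 3.29. No difference between groups in these shares passed an exact permutation test, with a smallest p of 0.18 over both measures. Libraries resembled one another closely. The correlation of log2 CPM (CPM, counts scaled to a common library total) ran from 0.897 to 0.968 over the 351 pairs, with a median of 0.940 for calves of one feeding group and 0.939 for calves of different groups. No pair of libraries matched within counting noise: the smallest chi-square per gene was 2.16, where 1 would be counting noise. Beyond counting noise, the common biological coefficient of variation between calves was 18.1%.

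Whole profiles were not told apart by feeding time. The first principal component held 15.9% of the variance and the second 9.20%, and the groups overlapped on both, with a smallest exact permutation p of 0.22 (adjusted p = 0.426). The share of the squared distance between profiles that lay between groups was 4.80% for 6 h against 0 h, where the median over all 24310 splits of the 18 calves was 5.61% (exact permutation p = 0.893). It was 5.34% for 12 h against 0 h (median 5.62%, exact permutation p = 0.621) and 6.06% for 12 h against 6 h (median 5.62%, exact permutation p = 0.34). Over the 3 groups it was 7.06%, against a median of 7.50% over 100000 permutations (permutation p = 0.697).

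**Figure D1:**
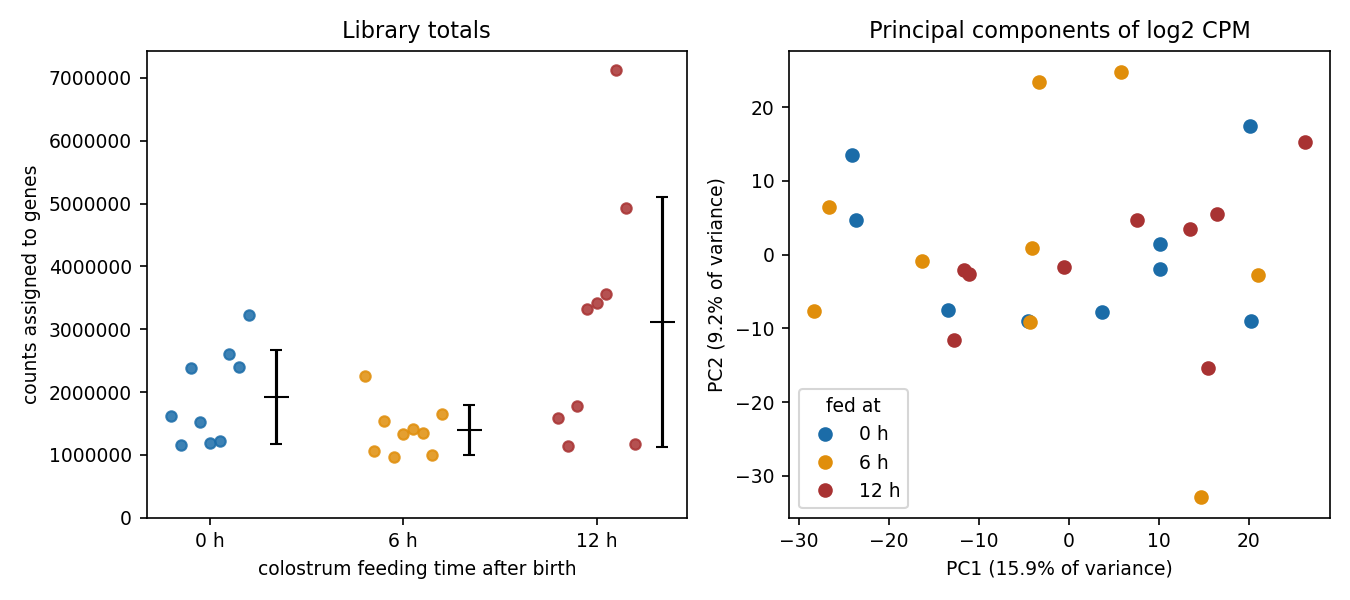
Counts assigned to genes in each library by feeding time (left; points are calves, bars the mean and SD of 9), and the first and second principal components of log2 CPM (right; points are calves). Totals range from 972578 to 7125552, and the 3 feeding groups overlap on both components.

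In the calves fed at 6 h, no gene was called higher or lower than in the calves fed at 0 h. edgeR's quasi-likelihood test over 11429 genes called 0 higher and 0 lower, with a smallest adjusted p of 1. DESeq2 and limma voom also called 0. At an unadjusted p under 0.05, edgeR listed 381 genes, 205 of them higher and 176 lower. The nominal number is 571, and the median over 99 other splits of the same calves was 465. The median size of the log2 fold change was 0.09, against a median standard error of 0.145. The 95% confidence interval of the fold change lay within 1.5-fold in either direction for 79.3% of the genes and within 2-fold for 97.4%. The groups overlapped for every gene tested: 0 genes had all calves of one group above all of the other, where 0.47 would be reached by chance.

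In the calves fed at 12 h, edgeR's quasi-likelihood test called 0 of 11429 genes higher and 0 lower than in the calves fed at 0 h. The smallest adjusted p, 0.116, belonged to ENSBTAG00000001027. This gene stood at 117 ± 17.9 normalised CPM at 0 h, 150 ± 31.3 at 6 h and 174 ± 28.8 at 12 h (SD, n = 9). Its log2 fold change for 12 h against 0 h was 0.56 (SE 0.109, 95% confidence interval 0.34 to 0.784), a fold of 1.48, and each of the 9 calves fed at 12 h lay above all calves fed at 0 h. Against 0 h, its value at 6 h had a log2 fold change of 0.35 (SE 0.111, edgeR adjusted p = 1). Between 12 h and 6 h the log2 fold change was 0.21 (SE 0.109, edgeR adjusted p = 0.926). In all, 2 genes separated the calves fed at 12 h from those fed at 0 h without overlap, where 0.47 would be reached by chance.

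The call for ENSBTAG00000001027 in 12 h against 0 h depended on the fit. It passed in DESeq2 (log2 fold change 0.56, SE 0.113, adjusted p = 0.0138), in edgeR without a filter on low counts (adjusted p = 0.0126), in edgeR with 2 surrogate variables (adjusted p = 0.000494) and in edgeR without replicate 9 of the 0 h group (adjusted p = 0.0424). Over all alternatives other than leaving out a library, its adjusted p ran from 0.000494 to 0.436.

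**Figure D2:**
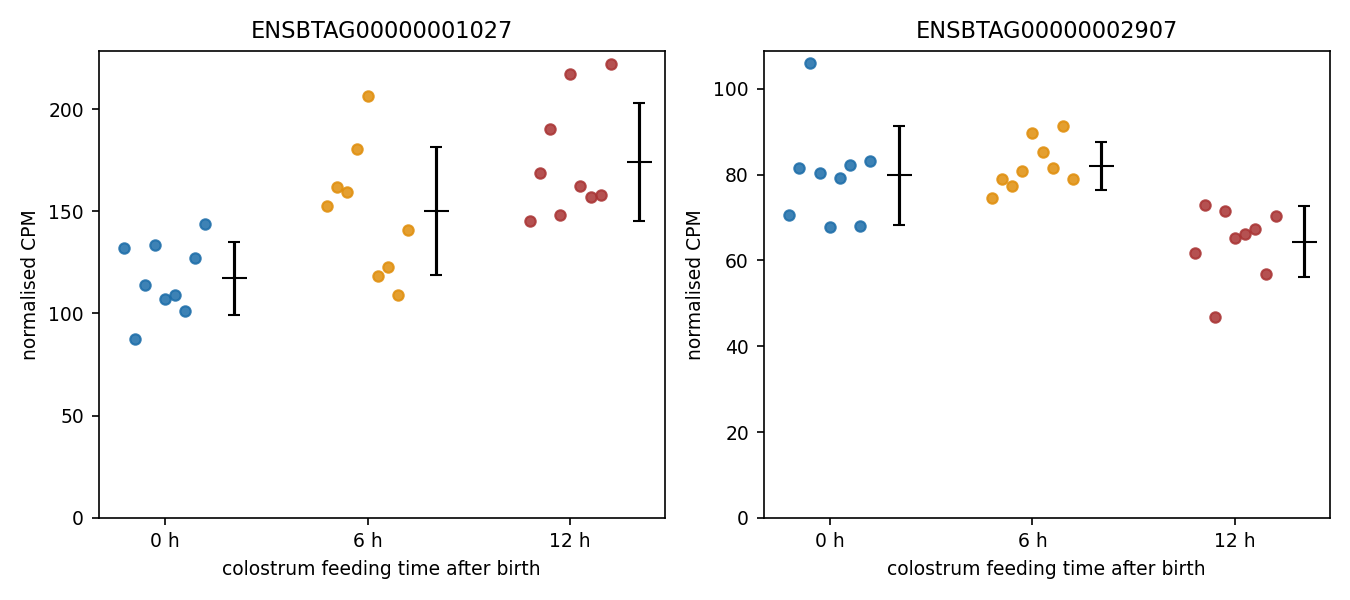
Normalised CPM of ENSBTAG00000001027 (left) and ENSBTAG00000002907 (right) by feeding time; points are calves and bars the mean and SD of 9. The first gene has means of 117, 150 and 174 and the second 79.9, 82.0 and 64.3, and neither passed edgeR's test after adjustment.

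DESeq2 called 3 genes in 12 h against 0 h, 2 higher and 1 lower, and limma voom called 0. Besides ENSBTAG00000001027, the DESeq2 calls were ENSBTAG00000046537 (log2 fold change 6.06, SE 1.25, adjusted p = 0.0138) and ENSBTAG00000045494 (log2 fold change -4.96, SE 1.09, adjusted p = 0.0383). Both had too few counts in most libraries to enter edgeR's main test. Without a filter on low counts, edgeR tested 22939 genes and called only ENSBTAG00000001027, so neither of these genes was called there. For ENSBTAG00000046537, the mean at 12 h rested on 2 calves, at 5215 and 1993 CPM. The next calf stood at 6.60, and the medians were 3.30 at 0 h, 3.01 at 6 h and 3.01 at 12 h. ENSBTAG00000045494 reached 5256 and 453.5 CPM in 2 calves fed at 0 h, 1830 and 1164 in 2 fed at 6 h and 658 in 1 fed at 12 h. Its medians were 4.29, 0.673 and 1.37. When each of the 18 calves was left out of the DESeq2 fit in turn, ENSBTAG00000046537 was called in 15 of 18 fits, ENSBTAG00000045494 in 8 and ENSBTAG00000001027 in 15. The log2 fold change of ENSBTAG00000046537 went from 6.06 to -0.21 without replicate 5 at 12 h and to -0.19 without replicate 9 at 12 h. That of ENSBTAG00000045494 went from -4.96 to -0.90 without replicate 2 at 0 h and to -0.89 without replicate 4 at 0 h (DESeq2 adjusted p = 1 in each of these fits). Not all of these estimates followed the raw values. Without replicate 5, replicate 9 at 12 h still held 5215 CPM of ENSBTAG00000046537. Without replicate 4, replicate 2 at 0 h still held 5256 CPM of ENSBTAG00000045494. How DESeq2 handled single high values was not examined, so these shifts cannot be read as measured effects of single calves. In the other fits that lost a call, the log2 fold change stayed close to that of all calves. It was -4.77 to -5.05 for ENSBTAG00000045494, 6.00 for ENSBTAG00000046537 and 0.51 to 0.52 for ENSBTAG00000001027.

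**Figure D3:**
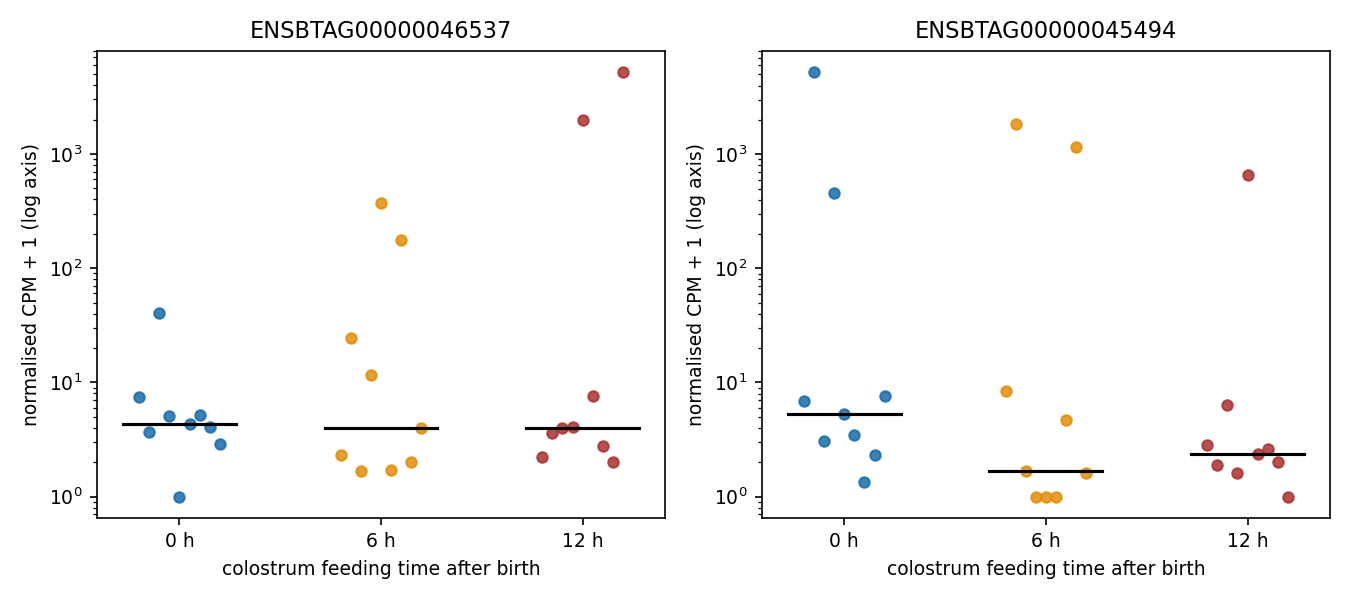
Normalised CPM plus 1, on a log axis, of ENSBTAG00000046537 (left) and ENSBTAG00000045494 (right) by feeding time; points are calves and lines the median of 9. A few calves lie far above the rest, with highest values of 5215 and 5256 CPM, while the group medians stay at or below 4.29.

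At an unadjusted p under 0.05, edgeR listed 400 genes for 12 h against 0 h, 217 higher and 183 lower. The nominal number is 571, and the median over 99 other splits was 379. The median size of the log2 fold change was 0.09, against a median standard error of 0.137. The 95% confidence interval lay within 1.5-fold for 84.5% of the genes and within 2-fold for 98.3%. An estimated change of over 2-fold was seen for 11 genes, none of which passed the adjustment.

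Between the delayed groups, edgeR's quasi-likelihood test called 0 genes higher and 0 lower in 12 h against 6 h, with a smallest adjusted p of 0.889, and DESeq2 and limma voom called 0. One gene, ENSBTAG00000002907, separated the groups without overlap, where 0.47 genes would be reached by chance. It stood at 79.9 ± 11.6 normalised CPM at 0 h, 82.0 ± 5.66 at 6 h and 64.3 ± 8.24 at 12 h (SD, n = 9), and each of the 9 calves fed at 12 h lay below all calves fed at 6 h. Its log2 fold change was -0.35 for 12 h against 6 h (SE 0.0874, edgeR adjusted p = 0.889) and -0.32 for 12 h against 0 h (SE 0.086, edgeR adjusted p = 1). At an unadjusted p under 0.05, 585 genes were listed, 298 higher and 287 lower. The nominal number is 571, and the median over 99 other splits was 429. The 95% confidence interval lay within 1.5-fold for 80.1% of the genes and within 2-fold for 97.3%.

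A single test of any difference among the 3 feeding times called 0 genes in edgeR, with a smallest adjusted p of 0.56 and 435 genes at an unadjusted p under 0.05. DESeq2 called 2 genes and limma voom 0 in that test. Counts were simulated with the means, library totals and spread of these libraries and 200 genes changed at once. Smaller sets of changed genes were not simulated. With these 200, edgeR called 86.8% of the genes changed 2-fold in 6 h against 0 h. It called 91.2% in 12 h against 0 h and 86.4% in 12 h against 6 h. For changes of 1.5-fold these shares were 58%, 58.8% and 52.8%, and for changes of 1.25-fold 10.8%, 13.2% and 12.4%.

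The changes at 6 h and at 12 h were both measured against the same 9 calves fed at 0 h. Across genes, which are not independent replicates, the log2 fold changes of both comparisons correlated at r = 0.419, with a covariance of 0.0125. Simulated groups without any change, set against the same controls, gave a mean r of 0.417 and a mean covariance of 0.011, so the difference in covariance was 0.00152. With the 0 h calves split into separate sets of 4 and 5 for each comparison, the median r over 20 draws was -0.0602 (range -0.221 to 0.0184). No gene was called in both comparisons, since neither called any. At an unadjusted p under 0.05 in both and in one direction there were 55 genes, against 6.71 for independent lists and 42.5 in the simulated groups. With the feeding labels shuffled among the 27 calves 99 times, the medians were r = 0.515, a covariance of 0.0166 and 80 such genes, all above the real values.

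**Figure D4:**
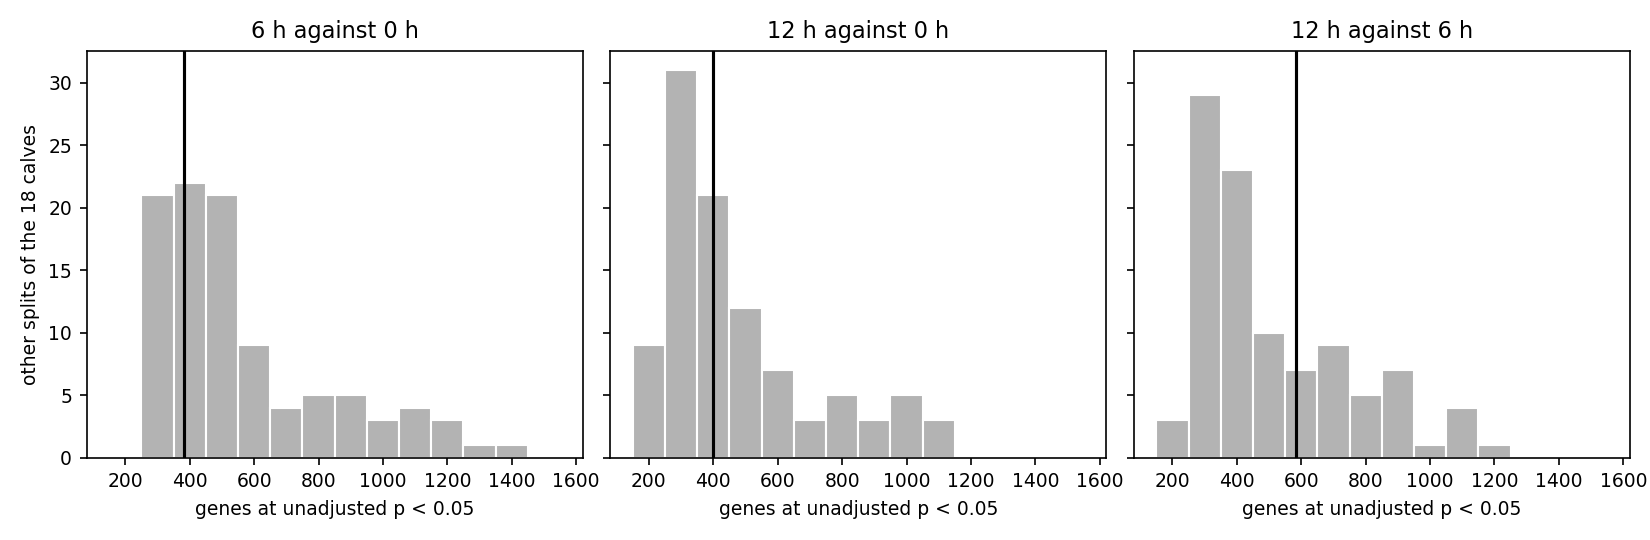
Number of genes at an unadjusted p under 0.05 in edgeR (horizontal axis) in 99 other splits of the 18 calves of each comparison into 9 and 9 (grey bars, number of splits), with the real feeding groups as a black line. The real counts of 381, 400 and 585 lie inside the range of the other splits in each comparison.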

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

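The tests of sampling noise and feeding group for genes very high in a few calves, the tests at the smallest simulated fold and with the library total in the fit, the counts of splits at an unadjusted p, and the splits with 2 surrogate variables were chosen after the results were seen. The limits to 2-fold changes and to 10 or more genes in the explanations below were also set then.

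In 33 sets of 9 values (1 measure or gene in 1 feeding group), 8 held a calf far from the other 8 by the gap to its nearest neighbour, where chance gives about 1 in 20. At 12 h, replicate 7 gave 42.5% of its counts to the 10 most abundant genes, with the next calf at 36.3%. At 0 h, replicate 3 had 16261 genes with a count at equal totals, with the next calf at 15602. The same calf stood at 105.9 CPM of ENSBTAG00000002907, with the next at 83.1. The other 5 belonged to the genes called by DESeq2 alone, whose values were strongly skewed. ENSBTAG00000045494 stood apart at 5256 CPM in replicate 2 at 0 h and at 658 in replicate 5 at 12 h. ENSBTAG00000046537 stood apart at 39.1 in replicate 3 at 0 h, 368.1 in replicate 5 at 6 h and 5215 in replicate 9 at 12 h.

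A first pattern was that edgeR called no gene in any comparison. Variation between calves that hides 10 or more genes is argued against as far as 2 surrogate variables capture it, since at most 1 gene was called with them. A trend with the library total was not settled by the 0 genes called with it in the fit. Mean totals differed between the groups, so the covariate can also take up a difference by feeding. With it, the genes at an unadjusted p under 0.05 went from 381 to 365, 400 to 372 and 585 to 431. Too few calves or counts to call 2-fold changes is argued against too, where many genes change together. With 200 genes changed at once, at least 86.4% of those changed 2-fold were called in simulated counts. The share called where only a few genes change was not simulated and may be lower. The real confidence intervals lay within 2-fold for at least 97.3% of genes, though some of these intervals can be too narrow. Small changes stay open, since as few as 10.8% of genes changed by the smallest fold simulated, 1.25, were called, and so do single genes hidden by variation between calves: with the surrogate variables the genes at an unadjusted p under 0.05 went from 381 to 594, 400 to 642 and 585 to 668, and the smallest adjusted p from 1 to 0.0667, 0.116 to 0.000494 and 0.889 to 0.536. For 12 h against 0 h, though, 20 of 100 splits with surrogate variables listed as many as 642, and the median of the other splits also went from 379 to 476. Unequal library totals were not settled by equal totals, where 0 genes were called, since thinning discards counts and so can lose calls. At equal totals, the genes at an unadjusted p under 0.05 went from 381 to 336, 400 to 435 and 585 to 468.

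Since the feeding groups called 0 genes, all 100 of 100 splits of the calves called as many in each comparison and among the 3 groups, which says nothing for or against chance. The highest other split called 1, 1, 1 and 21 genes. By genes at an unadjusted p under 0.05, 75, 47, 33 and 61 of 100 splits listed as many as 6 h against 0 h, 12 h against 0 h, 12 h against 6 h and the 3 groups, so chance could not be excluded for these numbers. Other splits listed up to 1449, 1127, 1246 and 1599 genes, against 381, 400, 585 and 435. What made some splits list so many genes was not tested. For ENSBTAG00000001027 in 12 h against 0 h, 6 of 100 splits held a gene with an unadjusted p as small as its 1.01e-05 in edgeR, and the smallest in another split was 1.13e-06. With 2 surrogate variables fitted anew in each split, 9 of 100 splits called as many genes as the 1 of the feeding groups, with up to 3 in another split, so chance could not be excluded for that count. In those edgeR fits 2 of 100 splits held an unadjusted p as small as 4.32e-08, and the smallest in another split was 2.03e-09, in 1 of 13 alternatives tried. These numbers of splits include the real one.

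A second pattern was a set of genes with very high counts in a few calves, to which both genes called by DESeq2 alone belonged. In all, 13 genes reached both 50 times their median, with medians under 1 CPM taken as 1, and 100 CPM in some library, 35 times in 20 libraries, with up to 33888 CPM. Tissue of another kind in single libraries is argued against, since at most 3 other genes were at both 10 times their median and 100 CPM or more in such a library. Sampling noise in the counting of independent reads is argued against too. Counting noise around each gene's median, again taken as at least 1 CPM, would give 1.4e-125 such values over all genes and libraries. The highest count was at least 1000 in 11 of the 13 genes and 222 in the lowest. Noise other than that of counting independent reads was not tested. Reads taken from an annotated copy are argued against for the set, since 4 of the genes had another gene that fell in the same libraries, where random sets of libraries gave a median of 4. Feeding time cannot be told apart from other causes: the values were spread 12, 12 and 11 over 0 h, 6 h and 12 h, but genes went both ways, with up to 3 more in one group than in another, and their differences summed over the genes had a permutation p of 0.355. Genotype, reads with several matches and clonal growth of single cells stay open and untested.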

How the results depend on the processing

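Thinned counts, the log2 library total and leaving out libraries in DESeq2 were chosen after seeing the data. For 6 h against 0 h and 12 h against 6 h, all 13 alternatives and all 18 fits that left out a library gave 0 genes, as in edgeR's main test. The smallest adjusted p was nearer the threshold in some alternatives. It fell to 0.0667 with 2 surrogate variables for 6 h against 0 h. For 12 h against 6 h it was 0.889 in the main test, 0.0717 in DESeq2 and 0.0808 in edgeR without a filter on low counts. For 12 h against 0 h, 10 of 13 alternatives gave 0. The others gave 1 gene without a filter on low counts (adjusted p = 0.0126), 3 in DESeq2 and 1 with 2 surrogate variables (adjusted p = 0.000494). Over all 13 the smallest adjusted p ran from 0.000494 to 0.436. Leaving out a library gave 0 to 1 genes, with 1 only without replicate 9 of the 0 h group (adjusted p = 0.0424). Among the 3 groups, DESeq2 gave 2 genes (smallest adjusted p = 0.0434) and 2 surrogate variables gave 1 (adjusted p = 0.00109). The other 10 alternatives and all 27 fits without a library gave 0. Without a filter on low counts, edgeR's smallest adjusted p in that test was 0.0726, against 0.56 in the main fit. The cause of these differences was not tested. ENSBTAG00000001027 was higher at 12 h than at 0 h in each alternative (log2 fold change 0.51 to 0.57) and without each library (0.51 to 0.61). DESeq2 gave 0 genes for 12 h against 0 h without replicate 2 at 0 h or replicate 5 or 9 at 12 h, and 6 without replicate 2 at 12 h. No gene was called in both delayed groups against 0 h in any of 4 alternatives. With RLE size factors, DESeq2 and the replicate block this follows from the 0 genes called for 6 h against 0 h, so it is no separate test.

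With the replicate number as a block, 0 genes were called in each comparison. The profiles showed no pairing of calves by number: 5 of 27 pairs with one number had a correlation of deviations over 0.1 (range -0.301 to 0.265), and 2 of 27 libraries correlated best with their own number. These correlations cannot tell whether the calves were blocked by number in the design, since a block need not leave such a correlation. The filter of 1 CPM, meant as stricter, kept 14983 genes. Tests of gene lists and cell type scores, and covariates of tissue make-up, were not run for want of gene names. Simulated counts had the depth, calf number and spread of these libraries and 200 genes changed at once. In them, 52.8% to 58.8% of 1.5-fold changes and 10.8% to 13.2% of 1.25-fold changes were called.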

Other observations

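The relations below were chosen after the data were seen. The first principal component followed the share of counts taken by the most abundant gene, ENSBTAG00000043570, across the 27 calves, with Pearson's r = -0.691 (permutation p = 8e-05, adjusted p = 0.00024) and Spearman's rho = -0.747 (permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 3e-05). Without the 2 calves farthest from the median share, r was -0.765. Within feeding groups it was -0.728 at 0 h, -0.865 at 6 h and -0.648 at 12 h. Of the 11429 genes, 659 correlated with this component at r above 0.7 and 48 at r below -0.7. The gene's counts also enter the component. In the same family of 3 relations, the component's r was 0.181 with the log10 library total (permutation p = 0.36, adjusted p = 0.42). Spearman's rho was 0.156 (permutation p = 0.44, adjusted p = 0.49). For the number of genes counted at equal totals, r was 0.162 (permutation p = 0.42, adjusted p = 0.42). There, rho was 0.137 (permutation p = 0.49, adjusted p = 0.49). Within the groups at 0 h, 6 h and 12 h, r was 0.213, -0.117 and 0.0634 with the library total. With the number of genes counted it was 0.0705, 0.641 and -0.193.

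Profiles of the calves fed at 12 h lay nearer their group's centre than those fed at 6 h, at a distance of 34.9 ± 5.18 against 40.9 ± 4.55 in log2 CPM (SD, n = 9; exact permutation p = 0.021, adjusted p = 0.252). The 0 h group stood at 37.9 ± 4.72. With counts thinned to equal totals the distances were 39.7 ± 1.58 at 12 h, 40.6 ± 2.80 at 6 h and 40.01 ± 1.72 at 0 h, and the difference between 12 h and 6 h had an exact permutation p of 0.416.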
